A study of Mus musculus with 36 samples. Its data were reported in "BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation" (2022).

How the data were processed

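RNA-seq of differentiating Xmas mouse embryonic stem cells (mESCs) was examined. Xmas mESCs are female C57/Bl6 lines that carry a GFP reporter on one X chromosome and an mCherry reporter on the other, both at the Hprt locus. Cells were moved stepwise from medium with 2i and LIF, which holds them in the naive state, to serum medium without LIF, and RNA was collected every day from day 0 to day 8. Each of the 9 days has 4 libraries, 36 in all. The library names give a line (X14 or X18) and one of the words double and single. Replicate 1 is X14 double, replicate 2 is X14 single, replicate 3 is X18 double and replicate 4 is X18 single on every day. The labels do not say what double and single mean, and the words are used here only as names.

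According to the methods of the study, 75 bp single-end reads were trimmed with trim_galore, aligned to mm10 with tophat or hisat2, and quantified with the RNA-seq pipeline of SeqMonk. The version of the gene annotation is not stated, nor is whether counting used the strand. The values deposited by the authors are on the log2 scale. The name of the deposited table calls them log CPM, but within each library the lowest values differ between genes by the log2 ratio of their exon lengths, so the deposited unit is log2 RPKM (reads per kilobase of merged exons and per 1000000 reads of the library). A gene without reads was written by the authors as if it had 0.9 read. With this rule 100% of the values resolved to whole reads over one exon length per gene and one divisor per library, and these recovered reads were used for depth, floors and RPM (reads per 1000000 reads, the deposited value with the length undone). Fold changes of a gene are the same in RPKM and RPM. All 36 value columns were mapped to a library and 0 columns were left over.

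The table holds 25965 genes with mm10 coordinates, counted from 1. By symbol and chromosome 22723 of them were matched to GENCODE M21, 22631 at an overlapping position, and 51.9% of the 22723 had the same merged exon length there. A symbol stands on more than 1 line of the table in 58 cases. In 4472 lines a second column of overlapping features names another gene, and the symbol of the probe itself was used. Of all gene-library values 49.29% had no read, and 8528 genes had no read in any library.

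Reads in genes ranged from 612740 to 2445826 per library (median 1297944, a 3.99-fold range), and the divisors from 769304 to 2877877 reads, so 77.7% to 90.9% of each divisor lay in genes. A floor of 3 reads corresponds to 1.04 to 3.90 RPM. Counting error alone gives a gene at 10 RPM a standard deviation of 18.6% in the deepest library and 36.1% in the shallowest. Floors cover counting error only, since the reads carry no molecular identifiers.

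Design, tests, alternatives and gene lists were chosen before the data were examined, apart from those named as later choices. At that time the values were taken for log2 RPM, and the filter was set at 1 RPM in at least 4 of the 36 libraries. It was applied to RPM with the length undone, which left 14612 genes tested. The same limit applied to the deposited values would have given 17768 genes and was run as an alternative. Differential expression was tested with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, on the deposited log2 values, with day as the only factor and all 36 libraries in one fit. A gene was called changed when its Benjamini-Hochberg adjusted p was under 0.05 over all genes tested and its log2 fold change was at least 1 either way. All tests were two-sided. Days 1 to 8 were compared with day 0, and each day from day 2 with the day before.

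Gene lists for pluripotency, early differentiation, regulators of X chromosome inactivation (XCI), the primed state, fibroblasts, neural stem cells and the BAF complex were written from knowledge of the field and the study's text. They were tested with fry in limma, adjusted over the 7 lists of a day, and with camera at a preset correlation of 0.01 and at an estimated correlation as alternatives. Lists of escape genes, Y-linked genes and genes of the X inactivation centre were used for description. Jpx has no line in the table. Of the genes listed, Map2, Ftx and Pbdc1 stand in it under the older symbols Mtap2, B230206F22Rik and 2610029G23Rik. Named genes are those of the lists, and the 5 genes with the largest rise and the 5 with the largest fall from day 0 to day 8 among genes with adjusted p under 0.05, the same sign in all 4 same-numbered pairs and at least 10 RPM on the higher day.

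The balance of X-linked and autosomal expression was computed for each library as the median over 569 X-linked genes of the log2 value minus the mean of that gene on day 0, minus the same median over 14042 autosomal genes. Days were compared by a two-sided exact permutation test of 4 against 4 libraries (70 permutations, smallest p 0.0286), adjusted over 8 days. Libraries labelled double and single were compared in limma with day and line as covariates, and the difference between the labels in the change from day 0 to day 8 with an interaction term. Each label has 2 cultures, followed over 9 days that are not independent, so these counts describe 4 cultures. Euclidean distances and principal components used the log2 values of the genes tested.

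Same-numbered libraries share a line and a label according to their names, which pairs them. From day 1 on, the deviations of same-numbered libraries from the mean of their day correlated across genes between consecutive days at 0.0985 to 0.695. Between day 0 and day 1 these correlations ranged from -0.545 to 0.485. The fit without the replicate block was kept as the first choice, and the fit with the block as the alternative.

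Alternatives fixed beforehand were pseudocounts of 1 and 0.1 RPM, no filter, a mean of at least 10 RPM (9403 genes), quantile normalization, scaling to the 75th percentile, a replicate block, a fit of only the 2 days compared, eBayes without trend, no minimum fold change, leaving out each replicate, each line alone, other set tests, a mean in place of a median, leaving out escape genes, and another distance. Chosen after seeing the data were voom on the recovered reads, the filter on the deposited values, thinning of all libraries to the divisor of the shallowest (769304 reads), removal of a lowess trend on exon length (span 0.3) from each library, leaving out each day, and day 1 in place of day 0 as the reference of the interaction. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

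Scripts were tested on simulated data. Reads were recovered for 100% of 2000 simulated genes. With 200 genes changed among 14612, the fit of 4 against 4 libraries recovered 78% with 7 false calls, the label fit 98.5% with 0 false calls, and the interaction 35.5% with 7 false calls. The fit of only the 2 days compared recovered 67.5%. A changed list of 12 genes had a fry p of 2.94e-21 and an unchanged one 0.196. A simulated X-linked shift of -0.5 was recovered as -0.421 (exact permutation p = 0.0286). The simulation gave the cultures no difference in X-linked expression, whereas the real day 0 libraries had an SD of 0.72 in this balance. It therefore does not show that such a shift could be detected in the real libraries.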

Results

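Expression was measured in 36 libraries of Xmas mESCs, 4 on each of 9 days of differentiation, with 18 libraries from each of the lines X14 and X18. The shallowest library was day 5 replicate 1 with 612740 reads in genes and the deepest day 5 replicate 4 with 2445826. The other libraries lay between 719000 and 2335736 reads. The lowest pairwise chi-squared per gene between replicates of a day was 1.24, where repeated counting of one library would give about 1. No gene of the mitochondrial chromosome carried a read, and the 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had between 0 and 5 reads per library.

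The daily sampling asks how far the transcriptome moves from the naive state over time. The first principal component held 42.47% of the variance and the second 10.99%. The mean Euclidean distance to the day 0 libraries was 122 on day 1 and 133 on day 2, below the mean distance of 137 between the day 0 libraries themselves. It then rose on every day, from 145 on day 3 to 174 on day 4, 195 on day 5 and 228 on day 8. Within the later days the mean distance between replicates was 100 to 123. On day 8 the distance to day 0 was 1.66 times the distance within day 0. The alternative that moved this ratio most was 1 minus the Pearson correlation, which gave 2.89. The lowest distance from day 8 to day 0 (198) lay above the largest distance within day 0 (187). Without a filter this order reversed (205 against 224), as it did with a mean of at least 10 RPM (138 against 150). It also reversed with the filter on deposited values (194 against 197) and after thinning (178.2 against 178.6). The other alternatives kept the order.

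**Figure D1:**
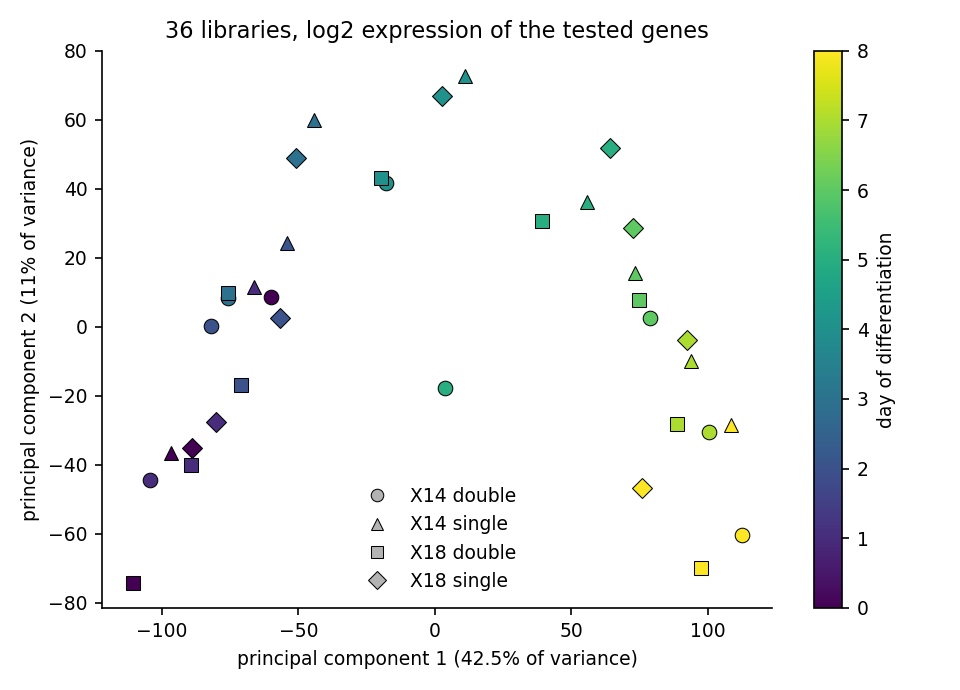
First against second principal component of log2 expression for the 36 libraries, in arbitrary units, coloured by day, with a symbol for each line and label. The libraries of days 0 to 3 lie below 0 on the first component, and those of days 6 to 8 all lie at 72.7 or above.

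Few genes had changed on day 1: 5 were called higher and 5 lower than on day 0 (limma, 14612 genes tested), with 775 genes at an unadjusted p under 0.05. The number called rose to 433 on day 2, 1299 on day 3, 2720 on day 4, 3916 on day 5 and 4874 on day 6. It was 5178 on day 7 and 5114 on day 8, and over all 9 days 9524 genes (65.2%) changed at an adjusted p under 0.05. The early counts depended on single replicates and on the libraries in the fit. With only the 2 days compared in the fit, days 1, 2 and 3 had 0 (293 at an unadjusted p under 0.05), 17 and 389 genes. Without replicate 1 (the libraries labelled X14 double) 141, 1999 and 2950 genes were called on days 1, 2 and 3. Without replicate 2 the counts were 2, 228 and 720, without replicate 3 they were 0 (385 at an unadjusted p under 0.05), 31 and 447, and without replicate 4 they were 0 (431 unadjusted), 33 and 441. The count of day 4 was 1656 without replicate 3 and 1808 without replicate 4, and that of day 6 was 3246 without replicate 3. With a replicate block the count on day 2 was 687. On day 8 the same comparison gave between 3835 and 5346 genes when a replicate was left out.

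Genes called higher outnumbered those called lower on days 2 to 8, but the split depended on the scaling. On day 8, 3485 genes were higher and 1629 lower, which is 68.15% higher. After scaling to the 75th percentile 57.63% were higher, and after quantile normalization 50.4%. The corresponding shares on day 2 were 70.44%, 55.30% and 57.09%, those on day 6 67.05%, 56.48% and 49.64%, and those on day 7 67.27%, 58.12% and 50.10%. On day 4 the share was 65.62% and fell to 54.47% after quantile normalization. On day 3 it was 64.36% and became 54.01% after scaling to the 75th percentile. The median log2 fold change of all genes on day 8 was 0.23 as deposited, 0.02 after scaling to the 75th percentile and -0.09 after quantile normalization. Fold changes of single genes and lists on day 8 are therefore to be read against a common shift of 0.23.

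Between consecutive days, 5 genes changed from day 1 to day 2, 27 from day 2 to day 3, 735 from day 3 to day 4, 1551 from day 4 to day 5, 1421 from day 5 to day 6, 130 from day 6 to day 7 and 64 from day 7 to day 8 (limma, same rule). The fit of only the 2 days compared gave 0 genes for the step to day 2 (1266 at an unadjusted p under 0.05) and 1 for the step to day 8. With a mean of at least 10 RPM the step to day 4 had 380 genes, without a minimum fold change the step to day 5 had 2342, and after quantile normalization the steps to days 7 and 8 had 222 and 131. The replicate block gave 28 genes for the step to day 2, 51 for the step to day 3 and 102 for the step to day 8. Leaving out a replicate lowered every one of these counts. The lowest were 0 genes for the step to day 2 without replicate 2 (1490 at an unadjusted p under 0.05), 5 for the step to day 3 without replicate 3 or 4, 363 for day 4 without replicate 3, 991 for day 5 without replicate 2, 840 for day 6 without replicate 1, 10 for day 7 without replicate 4 and 5 for day 8 without replicate 3. Of the genes called in the step to day 6, 73.40% were higher, against 56.08% after scaling to the 75th percentile and 55.20% after quantile normalization. In the step to day 5 45.52% were higher, against 56.17% after scaling to the 75th percentile.

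**Figure D2:**
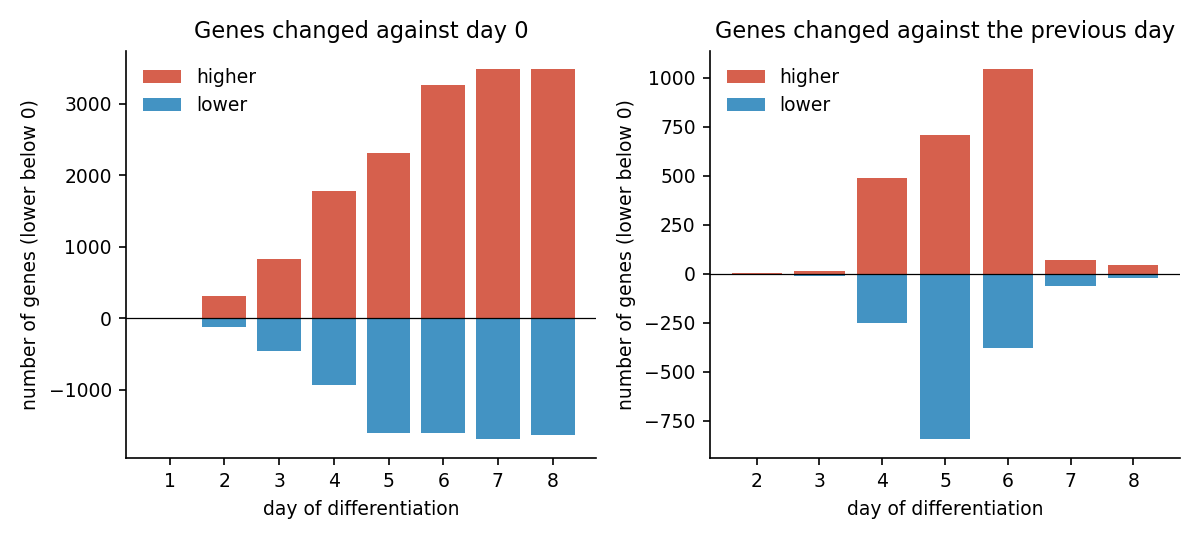
Number of genes called higher and lower (limma, adjusted p under 0.05 and a log2 fold change of at least 1) for each day against day 0 and for each daily step, of 14612 genes tested. Counts against day 0 rise from 10 on day 1 to 5178 on day 7, and the steps to days 4, 5 and 6 are the largest.

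The 5 largest rises from day 0 to day 8 were those of H19, Igf2, Krt8, Car4 and Krt18. H19 (chromosome 7, 142575529 to 142578143) went from 1.46 ± 1.33 RPM (SD, n = 4) to 15476 ± 8979 RPM, a log2 fold change of 13.57 (SE 0.57, limma adjusted p = 6.7e-19). Its neighbour Igf2 (chromosome 7, 142650766 to 142666816) was at or under the floor on day 0 and reached 1415 ± 899 RPM, at least 672-fold higher. Car4 was at least 210.5-fold higher. Krt8 and Krt18 reached 1226 ± 358 and 1742 ± 725 RPM, with log2 fold changes of 9.52 and 9.34. The 5 largest falls were those of Jam2, Mcf2, Dpp4, Stra8 and Nr0b1, all at or under the floor on day 8. Jam2 (chromosome 16, 84774123 to 84825928) was at least 95.7-fold lower, Mcf2 at least 69.2-fold, Dpp4 at least 56.6-fold, Nr0b1 at least 49.4-fold and Stra8 at least 45.2-fold. A change in the same direction in all 4 same-numbered pairs was a condition for naming these 10 genes. Among alternatives that kept all replicates, quantile normalization moved H19 most, to 12.37.

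Gene lists drawn up beforehand address the loss of pluripotency and the appearance of later states. All 12 pluripotency genes were lower on day 8, with a median log2 fold change of -2.95 (fry in limma, adjusted p = 1.1e-12). The alternative that moved this median most was leaving out replicate 1, with -3.26. All 12 were called over all genes, and 12 when adjusted over the list alone. The median was 0.31 on day 1 and -0.37 on day 3, and reached -2.87 on day 4 and -3.41 on day 5. Pou5f1 fell from 1222 ± 290 RPM on day 0 to 211 ± 121 RPM on day 8 (SD, n = 4). Nanog went from 1876 to 152 RPM, and Prdm14 was at least 22.2-fold lower.

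Genes of the primed state rose before day 8. The median log2 fold change of the 8 primed genes was 1.31 on day 2, 2.76 on day 3, 4.77 on day 4, 4.20 on day 6 and 2.89 on day 8 (fry adjusted p = 6.0e-08 on day 8). On day 8, 6 of the 8 were higher and 6 were called, both over all genes and adjusted over the list alone. Otx2 reached 270 ± 27 RPM on day 4 and 44.3 ± 29.1 RPM on day 8. Dnmt3b went from 53.8 RPM on day 0 to 1848 RPM on day 4 and 262 RPM on day 8. Fgf5 was at least 29.5-fold higher on day 8 than on day 0.

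The median of the fibroblast list on day 8 was 2.19 over the 10 of its 12 genes that were tested (fry adjusted p = 2.0e-10), and 2.35 with genes at the floor on one of the days set to their bound and 1 gene at the floor on both days left out. Of these genes 8 were higher and 6 were called over all genes, as were 6 when adjusted over the list alone. With a mean of at least 10 RPM only 3 genes of the list were tested, with a median of 4.30. Col1a2 was at least 16.3-fold and Acta2 at least 11.8-fold higher, while the fibroblast genes S100a4 and Lox had 0 reads in all libraries of day 8. The fibroblast and primed lists passed the threshold under camera with the preset correlation but not with an estimated one (adjusted p = 0.125 and 0.274), while the pluripotency list passed under both.

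Of 12 neural stem cell genes 7 were tested, and their median on day 8 was -0.79 (-0.71 with bounds, fry adjusted p = 0.0838). This sign flipped to 0.12 without a filter, 0.48 for genes with a mean of at least 10 RPM and 0.09 with the filter on deposited values, and the list passed the threshold after quantile normalization with a median of -1.43 (adjusted p = 6.4e-04, within a range of 6.4e-04 to 0.910 over its alternatives). Over all genes 4 were called, as were 4 when adjusted over the list alone. Nes rose by 1.68 on the log2 scale and Tubb3 fell by 2.31. The early differentiation list had a median of 0.86 (0.80 with bounds, adjusted p = 0.318), with 5 of 11 genes called over all genes and 5 when adjusted over the list alone. The XCI regulators had a median of 0.34 (adjusted p = 0.174), with 7 of 21 called over all genes and 8 when adjusted over the list alone. This list passed the threshold on days 3, 4 and 6 (adjusted p = 0.00599, 0.0155 and 0.0304), and its sign on day 8 flipped to -0.01 once the trend on gene length was removed. The BAF complex list had a median of 0.48 (adjusted p = 0.174), with 5 of 14 called over all genes and 5 when adjusted over the list alone, and passed the threshold on day 6 (median 0.69, adjusted p = 0.0294). Without replicate 1, 3 of these lists passed the threshold on day 8: early differentiation with 1.09 (adjusted p = 0.0186), XCI regulators with 0.41 (0.0421) and the BAF complex with 0.86 (0.0210).

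**Figure D3:**
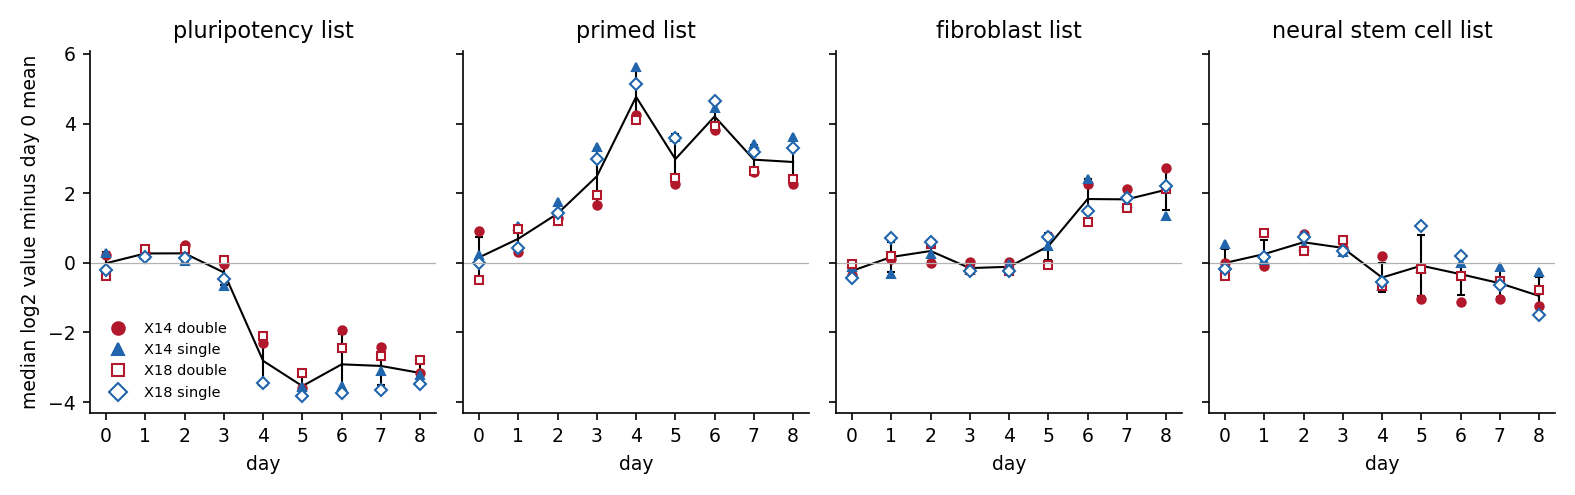
Median log2 value minus the day 0 mean over the genes of the pluripotency, primed, fibroblast and neural stem cell lists. Each library is shown by day with a symbol for line and label, with the mean and SD of each day. The highest primed value is 5.62 in the library labelled X14 single on day 4. The lowest pluripotency value is -3.83 in the library labelled X18 single on day 5. The limma median of the neural stem cell list on day 8 (-0.79, not drawn) changes sign under other filters.

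Xist, the RNA that starts XCI, was followed because its induction marks the beginning of the process. The gene (X chromosome, 103460375 to 103483217, minus strand) overlaps its antisense gene Tsix, and the strand of counting is not stated, so reads of both may be mixed. Xist stood at 2.47 ± 3.15 RPM on day 0 (SD, n = 4, 1 to 7 reads per library). It was at 13.2 ± 11.8 RPM on day 3, 26.9 ± 25.6 on day 4, 58.7 ± 66.7 on day 5 and 63.3 ± 52.2 on day 8. The log2 fold change was 2.52 on day 3 (SE 1.0045, limma adjusted p = 0.0876), 3.49 on day 4 (adjusted p = 0.0099) and 4.83 on day 8 (adjusted p = 2.0e-04, higher in all 4 replicates). The call of day 3 changed with the replicate block, under which it passed the threshold (adjusted p = 0.00629, within 0.00629 to 0.368 over its alternatives). Day 4 did not pass it under voom (3.21, adjusted p = 0.0998) or without replicate 1 (2.65, adjusted p = 0.0560). On day 1 the fold change was 0.11 and changed sign without replicate 1 (-0.78) and after quantile normalization (-0.22).

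**Figure D4:**
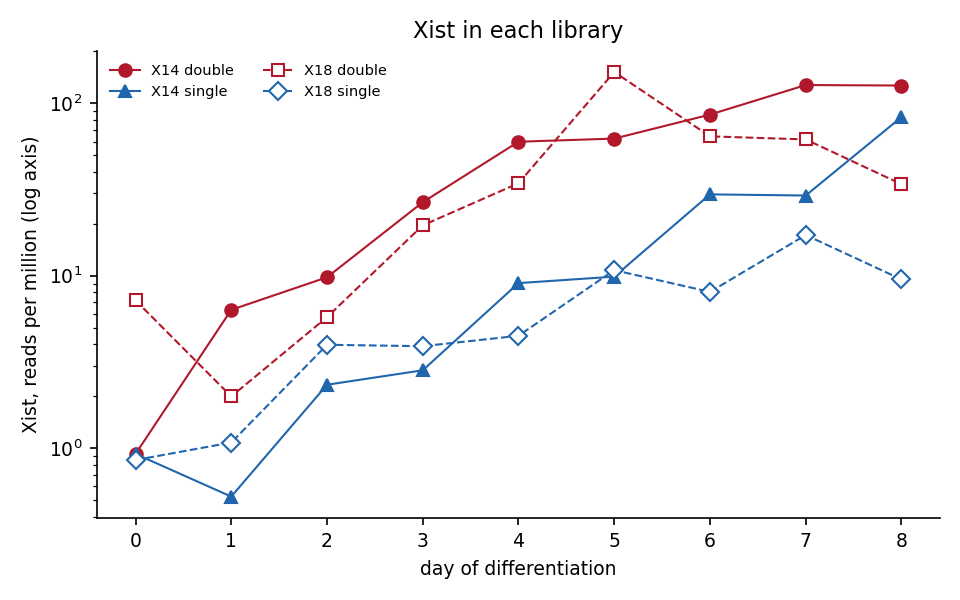
Xist in RPM for each library by day, on a log axis, with symbols for line and label. On day 4 the libraries labelled double have 34.3 and 59.8 RPM and those labelled single 4.48 and 9.06.

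On days 1 to 8 Xist was higher in the library labelled double than in the library labelled single of the same line. On day 0 it was at 0.925 and 0.926 RPM in X14 and at 7.19 and 0.854 RPM in X18. On day 4 the mean was 47.1 RPM in the 2 libraries labelled double and 6.77 in those labelled single, and on day 8 it was 80.3 (33.9 and 126.7) against 46.3 (9.52 and 83.1). The lines differed as well on day 8, where the library labelled X14 single (83.1 RPM) lay above the library labelled X18 double (33.9 RPM). Over all days Xist was higher in the libraries labelled double by 2.16 on the log2 scale (SE 0.29, limma adjusted p = 5.9e-06). This SE and p treat the 36 libraries as independent, although they come from 4 cultures, so they do not measure the spread between cultures. A difference between the labels in its change from day 0 to day 8 was not detected (interaction -0.32, adjusted p = 0.992). Tsix rose as well, to 8.47 ± 4.51 RPM on day 4 (log2 fold change 3.08, adjusted p = 0.0039). On day 0 it had 4 and 0 reads in X14 and 1 and 1 in X18. The size of this fold change therefore depends on the value written for low counts. On day 8 Tsix was at 6.23 and 9.72 RPM in X14 and at 0 and 1.19 RPM in X18. Hprt, which carries the reporters, was at 85.7 ± 37.1 RPM on day 0 and 51.6 ± 15.9 on day 8 (log2 fold change -0.69, adjusted p = 0.112).

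The balance of X-linked against autosomal expression asks whether X dosage changes with differentiation. On day 0 it was -0.01 ± 0.72 on the log2 scale (SD, n = 4) and on day 8 -0.15 ± 0.27. The differences from day 0 lay between -0.01 and -0.14, and none passed the threshold (exact permutation p from 0.657 to 1, adjusted p of 1 on all 8 days). This test pools the labels, which moved in opposite directions between day 1 and day 8: the mean of the libraries labelled double went from 0.51 to 0.08, and that of the libraries labelled single from -0.55 to -0.38. A change within one label is therefore not excluded. The sign of the pooled differences rested on single replicates. Without replicate 2 all 8 differences were above 0, from 0.15 on day 8 to 0.40 on day 1, and without replicate 3 those of days 1, 2, 7 and 8 were at 0.05, 0.04, 0.00 and 0.04. Without replicate 1 all 8 differences were lower than with all replicates, from -0.36 on day 7 to -0.50 on day 6. Among alternatives that kept all replicates, dropping the filter moved day 8 most, to -0.0095, and thinning to one depth changed the sign of days 1 and 2, with 0.03 on both. Without a filter 49.29% of gene-library values have no read. Both medians then rest on genes without reads and nearly coincide, so that alternative cannot measure X dosage.

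Within days the balance separated the labels. In line X18 the library labelled double exceeded the library labelled single on all 9 days, by 1.17 on day 0, 1.05 on day 3, 0.97 on day 4, 0.74 on day 5, 0.47 on day 6, 0.19 on day 7 and 0.41 on day 8. In line X14 the order on day 0 was the opposite, with a difference of -1.29 between the library labelled X14 double (-0.78) and the library labelled X14 single (0.51). On the other days of X14 the library labelled double was higher, by 1.14 on day 1, 1.06 on day 3, 0.83 on day 4, 0.90 on day 5, 0.77 on day 6, 0.44 on day 7 and 0.51 on day 8. Averaged over 9 days the difference was 0.59 in X14 and 0.76 in X18, with a mean of 0.68 ± 0.12 (SD, n = 2 lines). Leaving out day 0 gave 0.83 and 0.71. Regrouping the 4 cultures into pairs cannot give p below 0.333, and no test of this difference was made. The alternative that moved the mean most was the absence of a filter (0.01), under which both medians rest on genes without reads. Among the others the filter on deposited values moved it most, to 0.28.

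**Figure D5:**
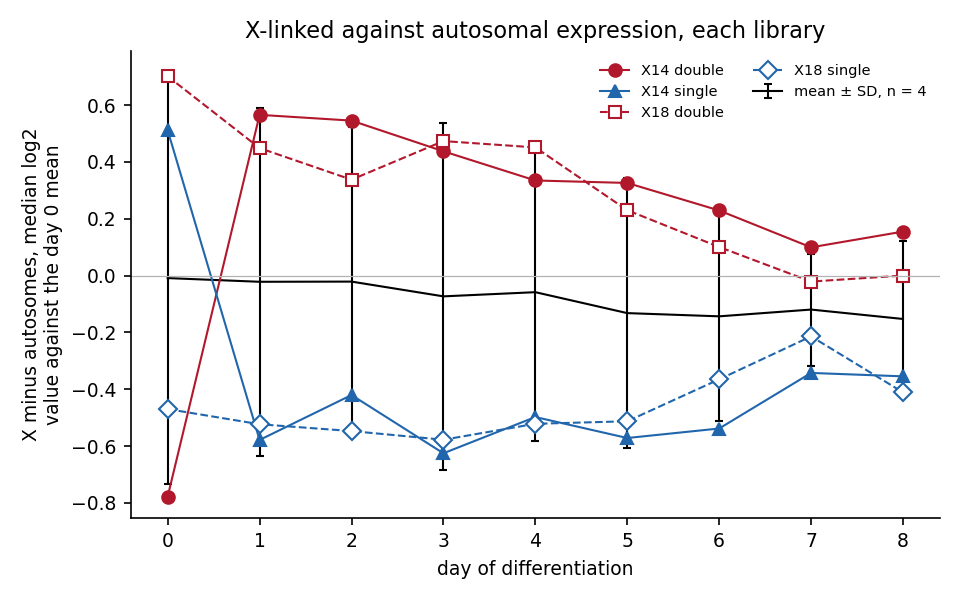
Median X-linked minus median autosomal log2 expression relative to day 0 for each library by day, with symbols for line and label. The library labelled X14 double lies at -0.78 on day 0 and at 0.57 on day 1, and the libraries labelled single lie below 0 on days 1 to 8.

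Across all genes, 437 differed between libraries labelled double and single (limma with day and line as covariates), 299 higher and 138 lower in those labelled double. Of the 299, 111 (37.1%) are X-linked, while 569 of the 14612 genes tested are. Dropping the minimum fold change gave 2290 genes, and leaving out replicate 3 or replicate 4 gave 133 and 130. In X18 alone 444 genes were called. In X14 alone 0 genes were called, with 2172 at an unadjusted p under 0.05. The day 0 libraries of X14 decided this count: without day 0, 566 genes were called in X14, while leaving out any other day left it at 0 (1641 to 1882 at the unadjusted level). Both lines together gave 663 genes without day 0. Between X18 and the X14 fit without day 0, 231 calls were shared, all 231 with the same sign. Hprt was higher by 0.73 in the libraries labelled double (limma adjusted p = 5.4e-05, which likewise treats the days of the 4 cultures as independent). The change from day 0 to day 8 differed between the labels for 17 genes (interaction in limma, 1129 at an unadjusted p under 0.05), 14 of them with a larger rise in the libraries labelled double. With day 1 as the reference the count was 59, of which 8 belong to the 17.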

Values the study reported

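The study reported that, by flow cytometry, cells positive for both reporters were rapidly lost between days 5 and 7 of differentiation.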

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

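All tests in this part were chosen only after the result was seen, except that on the shared deviation of day 0 replicate 3 and day 5 replicate 1. A library was singled out when its gap to the nearest other library of its day, divided by the range of the day, exceeded the tabulated 95% critical value of this ratio for 4 values. Over 12 measures on 9 days, 108 groups were examined and 6 passed, where chance alone gives 5.4. Of the 6, 5 belong to replicate 1, the libraries labelled X14 double.

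Day 5 replicate 1 stood apart in 2 measures. Its share of the divisor in genes was 79.65%, against 84.99% to 85.41% in the other libraries of the day (ratio 0.927). Its score for the XCI regulators was -0.47 on the log2 scale, against 0.23 to 0.33 (ratio 0.867). It was also the shallowest library, at 612740 reads in genes, and the lowest of its day on the first principal component (3.76). Its deviation from the mean of the day followed exon length with a rank correlation across genes of -0.541, genes not being independent replicates. A bias with gene length is therefore a candidate explanation for part of what sets this library apart. Across genes its deviation correlated at 0.606 with that of day 0 replicate 3, which had the lowest share in genes of all (77.71%), and 3 of 576 pairs of libraries of different days correlated as strongly. The correlation was still 0.517 after the length trend was removed, so the length trend alone leaves most of it unexplained. No biological explanation was tested.

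Day 2 replicate 1 had 2335736 reads in genes, against 867839 to 1118746 in the other libraries of day 2 (ratio 0.8291, barely past the critical value). Depth is a technical property, and thinning all libraries to one depth gave 372 genes for day 2 against day 0 where the full reads gave 433. No biological explanation was tested.

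Xist on day 0 was highest in replicate 3 (ratio 0.962 on the log2 scale), at 7 reads against 1 to 2 reads in the other libraries. The other libraries lay under the floor of 3 reads, so the ratio depends on a few reads and on the value written for low counts. A difference between the cultures stays open and was not tested.

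The XCI regulators were highest in replicate 1 on day 7, at 0.80 against 0.30 to 0.31 (ratio 0.975), and the neural stem cell list was highest in replicate 1 on day 4, at 0.20 against -0.67 to -0.55 (ratio 0.865). After thinning to one depth, the difference between the X14 libraries labelled double and single in the XCI regulators on day 7 went from 0.49 to 0.32, and that in the neural stem cell list on day 4 from 0.87 to 0. Depth is therefore not excluded for either score, and no biological explanation was tested.

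The change from day 0 to day 8 differed between libraries labelled double and single for 17 genes (interaction in limma). Of these, 14 rose more or fell less in the libraries labelled double, 2 are X-linked and 8 were also called with day 1 as the reference. The effect sizes against day 1 use no library of day 0, but their standard errors come from a fit that includes those libraries. These 8, named after their values were seen, are Aqp3, Gm13109, Cyp51, Dedd2, Dub1a, AC238940.3, Otx2 and AC139347.1. For Otx2 the interaction was -3.01 against day 0 (adjusted p = 0.0281) and -3.11 against day 1 (adjusted p = 0.0118). An exchange of the X14 libraries of day 0 could not by itself give the effect sizes of these 8 genes against day 1. It could still alter their standard errors. The other 9 genes, among them H19, Las1l and Taf7l, were not called against day 1. For these 9 an exchange of labels cannot be told apart from a change between day 0 and day 1, because both act through the same day 0 libraries. A missed call against day 1 is also possible for them, since the interaction recovered only 35.5% of simulated changes. For H19 the interaction was 2.88 against day 0 (adjusted p = 0.0426) and 1.94 against day 1 (adjusted p = 0.121). A biological difference between the cultures stays open as untested, with 2 libraries per label and day. The count was also 3 after scaling to the 75th percentile and 90 after thinning.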

How the results depend on the processing

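Over 53 results 918 alternatives were computed. In 786 the direction and the side of the threshold were kept or the value stayed within its spread, or within 1.5 times for a count. Values became weaker in 4, stronger in 9, moved in 93 and reversed in 26. All 170 alternatives for the 10 genes with the largest rise and fall kept direction and call. The cause of a change below was not tested unless it is named.

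With a mean of at least 10 RPM, fewer genes were tested (9403). The calls were 4, 1728, 2497, 3389 and 3222 on days 1, 4, 5, 7 and 8 against day 0, 380, 951, 80 and 14 for the steps to days 4, 5, 7 and 8, and 221 for the labels. With no filter 25965 genes were tested, 275 were called on day 2, the distance ratio was 1.49, the neural stem cell median was 0.12, and the difference between the labels in X against autosomes was 0.0063. The X against autosomes differences of days 1 and 5 then became 0. Both medians rest on genes without reads in this setting, so its X against autosomes values do not measure X dosage. The filter on deposited values gave a neural stem cell median of 0.0863, 0.0034 for X against autosomes on day 4 and 0.2832 between the labels. The neural stem cell median was 0.48 with a mean of at least 10 RPM.

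Quantile normalization gave 6 genes on day 1, 282 on day 2, and 2, 222 and 131 for the steps to days 2, 7 and 8. It gave 60 genes in the interaction, Xist at -0.22 on day 1, X against autosomes at 0.0055 on day 2, and a neural stem cell median of -1.43 (adjusted p = 6.4e-04). Scaling to the 75th percentile gave a neural stem cell median of -0.99 (adjusted p = 0.0105) and 3 genes in the interaction. A pseudocount of 1 RPM gave 106 genes for the step to day 8, 217 for the labels, 71 in the interaction and 0.5557 between the labels in X against autosomes. Over all alternatives the adjusted p of the neural stem cell list ranged from 6.4e-04 to 0.910.

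With only the 2 days compared in the fit, the counts were 0, 17 and 389 genes on days 1, 2 and 3. For the steps to days 2 and 8 they were 0 and 1 (293 and 1266 genes at an unadjusted p under 0.05 where the count was 0). No minimum fold change gave 1956 genes on day 3, 2342 for the step to day 5 and 2290 for the labels, by construction. eBayes without trend gave 3 genes in the interaction. With 1 minus the Pearson correlation the distance ratio was 2.89, with the mean over genes X against autosomes was 0.0136 on day 1 and 0.0060 on day 2. Camera with an estimated correlation left the primed list at 2.89 (adjusted p = 0.274) and the fibroblast list at 2.19 (adjusted p = 0.125). Line X14 alone gave 0 genes for the labels, with 2172 at an unadjusted p under 0.05.

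The replicate block gave 687 genes on day 2 and 28, 51 and 102 for the steps to days 2, 3 and 8, and Xist passed on day 3 (2.52, adjusted p = 0.00629, range over its alternatives 0.00629 to 0.368). It changed no other call and moved no other count by over 1.5 times. The block pairs the day 0 libraries of X14 by their names, whose order on day 0 is opposite to that of later days. Sign flips of 4 pairs cannot give a p below 0.125, so the blocked test of X against autosomes says nothing about its stability.

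Among the alternatives chosen after seeing the data, voom gave 0 genes on day 1 (641 at an unadjusted p under 0.05), 215 on day 2, and 1 and 16 for the steps to days 2 and 3. Under voom Xist on day 4 was 3.21 (adjusted p = 0.0998, range 8.8e-05 to 0.0998), early differentiation 1.11 (adjusted p = 0.0499, range 0.0186 to 0.8995) and neural stem cell -1.32 (adjusted p = 0.0472). Thinning gave 2, 12 and 108 genes for the steps to days 2, 3 and 8, 90 in the interaction, X against autosomes of 0.0316 on day 1 and 0.0336 on day 2, and 0.5131 between the labels. Removing the length trend gave 15 genes for the step to day 2, 60 in the interaction, XCI regulators at -0.0068 and neural stem cell at -1.11 (adjusted p = 0.0338). Without day 0 the labels differed in 663 genes, and with day 1 in place of day 0 the interaction had 59.

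Across the 4 fits that each left out one replicate, genes against day 0 ranged from 0 to 141 on day 1, 31 to 1999 on day 2, 441 to 2950 on day 3, 1656 to 3828 on day 4, 2817 to 5496 on day 5, 3246 to 5640 on day 6, 3730 to 5733 on day 7 and 3835 to 5346 on day 8. The steps ranged from 0 to 4, 5 to 14, 363 to 566, 991 to 1317, 840 to 1087, 10 to 92 and 5 to 47 genes for days 2 to 8. The highest counts against day 0 on days 1 to 8 came without replicate 1. Without replicate 2, 3 or 4 on day 2 they were 228, 31 and 33. The labels differed in 130 to 455 genes, lowest without replicate 4 (130) and replicate 3 (133). X against autosomes ranged from -0.43 to 0.40 on day 1, -0.45 to 0.31 on day 2, -0.49 to 0.33 on day 3, -0.42 to 0.31 on day 4, -0.48 to 0.30 on day 5, -0.50 to 0.19 on day 6, -0.36 to 0.16 on day 7 and -0.43 to 0.15 on day 8, above 0 on all days without replicate 2. Xist ranged from -0.78 to 0.76 on day 1 and from 2.65 to 3.90 on day 4 (adjusted p = 0.0560 without replicate 1), and on day 8 from 4.07 to 5.69. The early differentiation list ranged from 0.81 to 1.09, the XCI regulators from 0.17 to 0.47 and the BAF complex from 0.16 to 0.86, each past the threshold on day 8 only without replicate 1 among these fits. The interaction was not run in this way, since an arm would hold 1 library.

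Depth limits what low genes can show. In the shallowest library 3 reads are 3.90 RPM, and counting alone gives a gene at 10 RPM a spread of 36.1%. Whether depth limited the calls of Xist on days 1 to 3 was not tested.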

Other observations

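Tests on depth in the primed list and in the length trend, on the shared deviation of 2 libraries, and the regroupings of the libraries by day were fixed before their results were seen, and all other tests in this part were chosen only after the result was seen.

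Regroupings of the 8 libraries of each comparison into 4 and 4 give 35 splits, the real one included. A count as large as the real one came from 8 splits on day 1 and 3 on each of days 2 and 3, from 2 on day 5, and from 1, the real one, on each of days 4, 6, 7 and 8. For the steps it came from 2 splits to day 2, 2 to day 3, 1 to each of days 4, 5, 6 and 7, and 3 to day 8. The counts of days 1, 2, 3 and 5 and of the steps to days 2, 3 and 8 were thus not separated from the 35 regroupings at a share of 0.05. These regroupings ignore the pairing of same-numbered libraries. Xist gave a fold change as large in 29 splits on day 1, 4 on day 2, 3 on day 3, 2 on day 4 and 1 on each of days 5 to 8. For the lists on day 8 the numbers were 1 for pluripotency, primed, fibroblast and neural stem cell, 4 for early differentiation, 13 for XCI regulators and 11 for the BAF complex. Of the 35 splits 8 part all 4 pairs. Among these 8, a count as large came from 2 on day 1, 1 on day 2, 2 on days 3 and 5, and 1 in the other comparisons of days with day 0. For each step it came from 1, the real one. A set of 8 splits cannot reach a share under 0.125, so it does not decide for the steps to days 2, 3 and 8. The remaining splits leave at least 1 pair of same-numbered libraries on the same side. The split by label gave 77, 105 and 319 genes for the steps to days 2, 3 and 8, more than the real 5, 27 and 64, and the blocked counts for these steps were 28, 51 and 102. The split by line gave 406 genes for day 1 against day 0, more than the real 10, where the replicate block gave 12. For the labels double and single the real grouping of the 4 cultures gave the largest count of 3 groupings, 1 of 3 as large, which cannot reach a share under 0.05. The other groupings gave 2 genes, and 0 genes with 221 at an unadjusted p under 0.05.

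The order of the X14 libraries on day 0 was opposite to that on every other day and in X18. In X against autosomes the library labelled X14 double differed by -1.29 from the library labelled X14 single. The reversal was not limited to the X chromosome. Over 322 autosomal genes that separate the labels in X18, the mean signed difference in X14 was -1.156 on day 0 and between 1.02 and 1.58 on days 1 to 8, with 18.01% of the genes keeping their sign on day 0 and 78.6% or more on later days. The deviation of the day 0 library labelled X14 double correlated across genes at 0.842 with that of the day 1 library labelled X14 single and at -0.545 with that of the day 1 library labelled X14 double. The day 0 library labelled X14 single correlated at 0.115 with the day 1 library labelled X14 double and at 0.32 with that labelled X18 double. The 2 libraries that correlated at 0.842 also followed exon length alike, with rank correlations of 0.521 and 0.514. Their correlation was not recomputed without the length trend, so a share of gene length in it stays open. Depth is argued against as the cause of the reversal in X against autosomes, since that difference was -0.99 after thinning. Gene length is argued against there too, since the difference was -1.2877 with the length trend removed. An exchange of the labels of the X14 libraries of day 0 is a candidate explanation. A biological difference of the X14 cultures on day 0 cannot be told apart from it, because a culture that changed between days 0 and 1 would give the same correlations. No library was reassigned. Comparisons of days with all 4 replicates and no block use no label and do not depend on this order. The comparison of the labels, the interaction, the replicate block, the fits without replicate 1 or 2 and the requirement of one sign in all 4 same-numbered pairs do.

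X-linked expression was higher in the libraries labelled double on all days in X18 and on days 1 to 8 in X14, where the library labelled X14 double was lower on day 0. Depth is argued against as the whole cause, as the mean difference over both lines was 0.513 after thinning. It was 0.663 after quantile normalization and 0.672 with the length trend removed, which argues against scaling and gene length. A few genes or reads shared between gene copies are argued against by the position along the chromosome. All 16 windows of 10 Mb were above 0 in X18 on days 0 to 4, the lowest at 0.786, while the medians of the 19 autosomes in the same libraries lay between -0.15 and 0.01. Over genes with a mean of at least 10 RPM the difference on days 0 to 4, without the X14 libraries of day 0, was 1.05 on the log2 scale (range 0.92 to 1.23, n = 9 differences). Doubled dosage would give 1. The value is consistent with cells labelled double having 2 active X chromosomes and cells labelled single having 1, which would suit names taken from reporter fluorescence, but the labels do not say so. Loss of an X chromosome and silencing of it in the cultures labelled single were not told apart by any test here. The study sorted Xmas mESCs and found by PCR of genomic DNA that those positive for 1 reporter carried that reporter allele alone. It reads such cells as XO. Whether the libraries labelled single came from such cells is not stated.

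The difference between the labels narrowed with time, to 0.51 in X14 and 0.41 in X18 on day 8. At equal depth the mean on day 8 was 0.275, with 0.926 in X18 on day 0, so unequal depth does not account for the narrowing. Silencing of one X chromosome in the cells labelled double may contribute. If it did, genes that escape it should keep their difference. The median fall of single genes was 0.32 over 6 escape genes and 0.49 over 347 other X-linked genes. The difference itself went from 0.77 to 0.32 in the escape genes and from 0.91 to 0.46 in the others, a similar fall. Of 10000 random X-linked lists 29.5% showed as small a median fall, so 6 genes are too few to decide. Over days 0 to 8 Xist was higher in the libraries labelled double, by 2.16 on the log2 scale.

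The libraries labelled double also differed in their state. On day 4 the pluripotency list was higher in them by 1.10 in X14 and 1.36 in X18, and the primed list differed by -1.38 and -1.03. On days 5, 6, 7 and 8 the pluripotency difference was 0.68, 1.28, 0.98 and 0.70 in X18. In X14 it was -0.04, 1.58, 0.69 and 0.06, so it was not kept on every day there. Depth is argued against as the cause, since the primed difference on day 4 was -1.281 after thinning. A constant delay of these cultures would place the primed list higher in them on day 8, after its peak. It was lower there as well, with a mean difference of -1.114, which argues against a delay of that kind as the whole cause. A difference in fate between the cultures was not tested.

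Libraries differed in how expression followed exon length, with rank correlations across genes from -0.541 to 0.523. Across the 36 libraries this trend followed depth relative to the mean of the day with Pearson r 0.808 and Spearman rho 0.803 (permutation p = 2e-05 for both, 100000 permutations within days). Without the 2 libraries farthest in depth r was 0.788, and within lines it was 0.779 in X14 and 0.882 in X18. After thinning to one depth r was 0.812 and rho 0.804, so sampling at unequal depth is argued against as the cause. Something in the preparation of libraries that sets both the yield and the length trend may be behind it, and no test of that was possible here.

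More genes were called higher than lower on day 8. Gene length is argued against as the cause, since 69.95% were higher with the length trend removed. A few abundant genes taking a smaller share on day 8 would lift the others, but the 10 most abundant genes took 6.305% of the reads in genes on day 8 and 5.06% on day 0. H19 alone took 1.73% on average on day 8. After quantile normalization 50.4% were higher. That method removes a common shift by construction, so the scaling by the authors and a true shift cannot be told apart. With scaling to the 75th percentile 57.63% were higher, and a common cause of the remainder was not identified.

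The Y-linked genes had at most 5 reads in any library. Of the escape genes, Kdm5c, Kdm6a, Eif2s3x and Ddx3x had log2 fold changes of 0.47, -0.05, -0.39 and 0.25 on day 8, none past the threshold, and Utp14a fell by 0.75 (limma adjusted p = 0.0110).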
